A study of Mus musculus with 3 samples. Its data were reported in "Gene Expression and Functional Annotation of the Human and Mouse Choroid Plexus Epithelium" (2013).

How the data were processed

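Gene expression was measured in the choroid plexus epithelium (CPE), the epithelial cell layer of the choroid plexus in the brain ventricles, of 3 healthy C57BL/6 mice. The epithelial cells were laser dissected from frozen brain sections, their RNA was amplified, and each mouse was hybridised to an Agilent whole-genome mouse array with 2 dyes. The CPE RNA carried the red dye, Cy5. A common reference RNA, from the retinal pigment epithelium (RPE) and choroid of the eye, carried the green dye, Cy3, on all 3 arrays. The dyes were not swapped, so a bias of a probe toward a dye stays in every ratio below. The 3 arrays form 1 group, numbered as mouse 1, 2 and 3 by their labels, and each lay on a slide of its own. The human arrays of the study were not analysed here.

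The deposited scanner tables were made by the authors with Agilent Feature Extraction 9.5.3.1 and hold, for each spot, its intensity in both channels on a linear scale, the intensity of the local background, and flags for saturation, for outlier spots and for a signal well above background. They also hold a processed intensity, which the scanner software had corrected for background and dye, and, per the file headers, the log10 of the processed red over green intensity. That log10 value lay within 0.001 of the ratio of the processed intensities for 79.1% of spots. A deposited table of the whole series holds 1 value per spot and array on the log2 scale, which the authors had normalized between arrays with the Aquantile method. Set against the scanner values, these log2 values were levels of the CPE channel and not ratios. Their rank correlation over spots with the red channel after normexp correction, loess and Aquantile was 0.9995, 0.9991 and 0.9998 on the 3 arrays. The methods do not state a background correction, and for that reason the scanner values were the starting point and the table was an alternative.

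Files were read and tests were run with R 4.3.3 and limma 3.58.1. Control spots and outlier spots were left out, and spots of 1 probe were averaged, which left 41174 probes. Probe accessions were matched to the reference gene table without version numbers, and 23374 probes (56.8%) matched. The others kept the name in the scanner file, where 33026 probes in all had a gene symbol. Probe coordinates are those of the scanner files, on mouse build mm8. No annotation of that build was used here, so exons and introns are not given.

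Expression classes followed the study's methods. The mean red intensity of a spot was taken on the log2 scale with no background correction, normalized between arrays with Aquantile, averaged over the 3 mice and ranked over all probes. High expression was above the 90th percentile, moderate from the 50th to the 90th, low from the 10th to the 50th, and very low below the 10th. A class says where a probe ranks on the array. Probes differ in how well they hybridise, so it does not order the transcripts of different genes by abundance.

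The ratio of CPE over reference was computed after normexp background correction with an offset of 50 and loess normalization within each array. Probes well above background on all 3 arrays in at least 1 channel were tested. The limma model had an intercept alone, and the moderated test set the mean log2 ratio against 0, with Benjamini-Hochberg adjustment. A probe was past the threshold at an adjusted p under 0.05 and a change of at least 2-fold. The reference was 1 RNA, so its own biological spread is not part of the error. For a probe that was saturated, or not well above background, on all arrays in a channel, the fold is a bound on the mean of the arrays, and single arrays can lie below it. It sets the mean of the brighter channel against that of the dimmer channel, each array of which was held at or above the lowest signal among probes well above background. Both came after loess and Aquantile, and the bound is open to dye bias.

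The spread between mice was set against that of the reference channel as the ratio of the median SD over the 3 arrays in each channel, after Aquantile and over probes well above background in both channels on all arrays. Aquantile equalizes the mean of both channels between arrays and leaves their ratio as it was. An offset of a whole array between its dyes therefore stays in both channels, and this limits that ratio. Correlations between arrays are over probes, which are not independent replicates, and used log2 intensities without normalization between arrays. They were first computed after Aquantile, and the change was made after the values had been seen because Aquantile mixes the channels.

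A total of 23 gene lists was set against the reference with limma's camera test at a preset correlation of 0.01, with 1 probe per gene, the brightest over both channels, and adjustment over the lists with at least 3 tested genes. Genes named by the study made up 10 lists: genes specific to mouse CPE against human CPE, PCR genes high in both species, further PCR genes higher in mouse, PCR genes higher in human, epithelial junction genes, neuro-endocrine genes, carbonic anhydrases, carbohydrate metabolism genes, iron genes and ion transport genes. Of these, the study had chosen the lists for species, PCR, neuro-endocrine, carbonic anhydrase and carbohydrate genes on these samples, so their results are not independent evidence. The study named the junction genes for their expression class in CPE data that include these samples, so counts of their classes are not independent either. Of general knowledge were markers of CPE, RPE and melanocytes, photoreceptors, endothelium, stroma, macrophages, red blood cells, neurons, oligodendrocytes and astrocytes, and lists of clock, immediate early and sex-linked genes.

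The samples, tests, thresholds, gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Named were all genes of the lists for species, PCR, junction, carbonic anhydrase and sex-linked genes, the ion transport and iron genes in the high class, and the 3 genes of every other list with the largest absolute log2 ratio. Also named were the 5 genes with the largest ratio in each direction among probes past the threshold, measured on all arrays in both channels and of 1 sign, and the 5 genes with the largest SD between mice in the CPE channel. A gene with several probes is given by the probe with the highest mean CPE signal unless another is stated. List members named beside these were chosen after their values were seen. Some genes that the rule names are not reported here.

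Alternatives were other background corrections, normalizations within and between arrays, the scanner software's processed intensity and log10 ratio, the deposited log2 levels, filters on dim probes, other sets of ranked probes, a higher class threshold, array weights, limma's treat, other list tests, and leaving out each mouse in turn. The slide could not serve as a block, as each slide held 1 array. The scan batches, 1 of which held arrays 1 and 3 and the other array 2, held 1 group only. The test was tried on simulated data for the comparison of CPE with the reference. Of 200 probes changed by 2 on the log2 scale among 25841, 139 (69.5%) were recovered, and 1 unchanged probe was called. A shifted list was called, and 0 of 100 unshifted lists were. The simulated probes were independent, without the correlation between genes that real lists can have, and few of them were changed. In the data, 4466 of 25847 tested probes were past the threshold. The recovery and the list calls of the simulation therefore need not carry over. The number of arrays, 3, limits the precision of every value.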

Results

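Expression in the CPE of 3 mice was measured against a common RPE and choroid reference. The arrays differed in signal over background. In the CPE channel, 24083 of 41174 probes (58.5%) were well above background in mouse 1, 18934 (46.0%) in mouse 2 and 35234 (85.6%) in mouse 3. In the reference channel these were 29245, 28260 and 34655 probes. On all 3 arrays, 18481 probes passed in the CPE channel, 25317 in the reference channel and 17951 in both. The background surface fitted by the scanner software was brighter on the array of mouse 3, at 363 in the CPE channel against 81.2 and 82.6 on the other arrays. Saturated CPE probes numbered 45, 24 and 18. Over probes well above background in both channels on all arrays, Pearson's r of the log2 CPE intensities was 0.947 between mice 1 and 2, 0.919 between mice 1 and 3 and 0.893 between mice 2 and 3. For the reference, which was 1 RNA, it was 0.996 between arrays 1 and 2 and 0.954 for each pairing with array 3.

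The first question was which genes the CPE expresses at a high level. The high class held 4117 probes of 3548 genes or transcripts, of which 3343 had a gene symbol. The moderate class held 12174, the low class 13922 and the very low class 3970. Genes can appear in several classes, because probes of 1 gene differed. Of 8732 genes with several probes, 5280 (60.5%) had probes in different classes, and 686 of the 1910 such genes with a high probe also had a low or very low one. Each mouse on its own gave 3480, 3617 and 3517 high genes. Of the high probes, 3329 (80.9%) were high in every mouse, and all 4117 were well above background on all arrays. In the very low class, 1064 probes (25.8%) kept their class in every mouse and 0 were well above background on all arrays, so ranks there were set by signals near the background. Ranking only probes well above background on all arrays moved the high class most, to 1616 genes.

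The study named *Ace*, *Pon1* and *Trim3* as specific to mouse CPE, with high expression there and very low expression in human CPE. It also reported that semi-quantitative PCR bore out its array result for these genes. In the other mouse CPE data that it compared, it gave *Ace* as high and *Pon1* and *Trim3* as moderate. In the mouse, the *Ace* probe (chromosome 11, 105805174 to 105805233, mm8) had a log2 level of 13.81 ± 1.08 (SD, n = 3) and lay at percentile 98.9, with the mice between 97.3 and 99.4. Its other probes lay at percentiles 94.9 and 39.9. The *Trim3* probe (chromosome 7, 105484529 to 105484588) had a level of 11.00 ± 0.22 (SD, n = 3) and lay at 91.2, and another probe of the gene at 70.3. The *Pon1* probe (chromosome 6, 5118166 to 5118225) had a level of 10.89 ± 0.38 (SD, n = 3) and lay at 90.6. It was above the 90th percentile in mouse 3 alone, at 92.7, against 88.9 and 89.4 in mice 1 and 2. *Pon1* fell to the moderate class with loess before Aquantile, at 89.98, and both *Pon1* and *Trim3* did so when only probes with curated transcript accessions were ranked, when 1 value per gene was ranked and when dim probes were left out.

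PCR genes chosen as high in both species, *Atp1b1*, *Igfbp7*, *Npc2*, *Rpl13* and *Slc13a4*, were high in every mouse, with mean percentiles from 98.97 for *Npc2* to 99.7 for *Igfbp7*. Of the other *Rpl13* probes, 1 lay at 29.8. *Lbp* and *Slc7a10*, chosen as higher in mouse, lay at 99.2 and 99.3. The genes chosen as higher in human, *Ankk1*, *Fbp2*, *Ildr1*, *Nell2* and *Them5*, were all low, from 20.6 for *Fbp2* to 45.8 for *Ildr1*. Only *Ildr1* of these was well above background in every CPE sample, and *Fbp2* ranged from percentile 1.30 to 48.8 between mice. The study left *Them5* out of its PCR for lack of working primers, and called its PCR of *Ankk1* and *Ildr1* suggestive only.

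**Figure D1:**
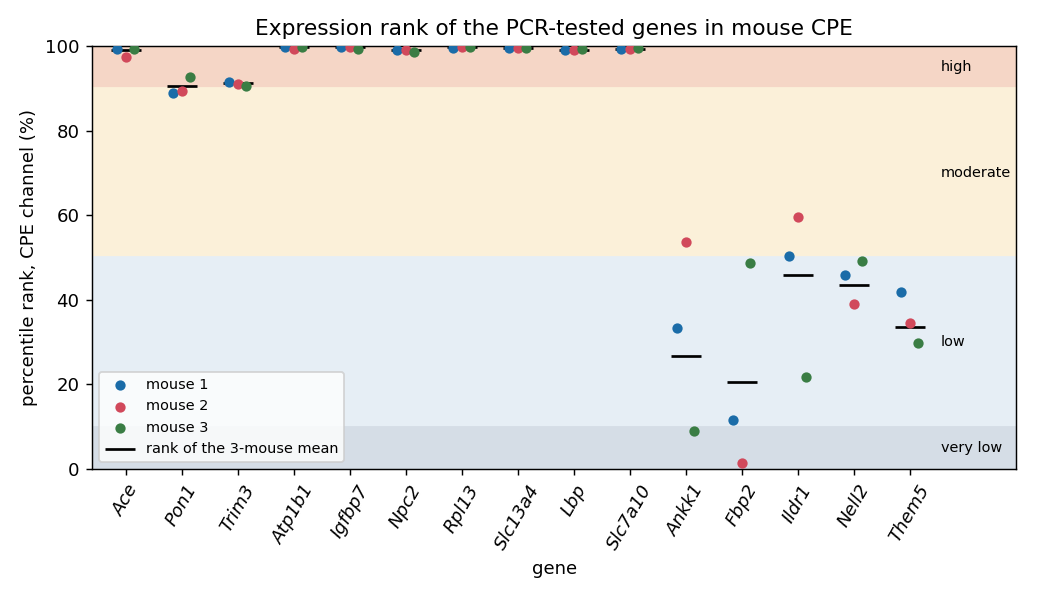
Percentile rank in the CPE channel of the 15 genes that the study chose for PCR. Each has 1 point per mouse and a line at the rank of the 3-mouse mean, with the expression classes shaded. *Pon1* and *Trim3* lay at 90.6 and 91.2, near the lower limit of the high class, and the 5 genes at the right, from *Ankk1* on, had a mean rank in the low class.

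Further lists addressed functions of the CPE in barrier formation, secretion and transport. Of 9 junction genes, 5 were high: *Cldn1* at percentile 91.1, *Cldn2* at 97.1, *Cldn3* at 91.1, *Ctnna1* at 98.96 and *Ctnnb1* at 98.7. *Cdh1*, *Cdh3*, *Gja1* and *Tjp1* were moderate. In the high class were 11 of 13 neuro-endocrine genes, all 3 carbonic anhydrases (*Car2*, *Car12* and *Car14*), 5 of 7 carbohydrate metabolism genes and 6 of 12 iron genes. The high iron genes were *Hfe*, *Fth1*, *Ftl1*, *Trf*, *Heph* and *Cp*. *Fth1* was saturated in the CPE channel on all 3 arrays. Of 144 ion transport genes on the array, 14 were high, among them *Kcne2* at percentile 99.8 and *Atp1b1*, *Slc4a2* and *Slc4a10* at 99.6. The high class also held *Aqp1*, *Atp1b2*, *Atp1b3*, *Clcn4*, *Kcnk1*, *Slc12a2*, *Slc12a4* and *Slc4a5*.

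A second comparison asked which probes differed between the CPE and the reference. Of 25847 probes tested, 4466 were past the threshold, 1830 higher and 2636 lower in CPE, so that 41.0% of these were higher. The sign was the same in all 3 mice for 4452 of them. An adjusted p under 0.05 with any fold was reached by 10052 probes, and an unadjusted one by 12379. Centring ratios on the median in place of loess moved this split most. It gave 5383 probes, 66.4% of them higher, with a median ratio of all tested probes of 0.09 against −0.043 with loess.

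Among genes measured in both channels on every array, the largest ratios were those of *Kl* (log2 ratio 5.42, SE 0.23, adjusted p 8.25e-06; chromosome 5, 151261516 to 151261575, mm8), *Htr2c* (5.09, SE 0.30, adjusted p 2.34e-05; chromosome X, 142442963 to 142443022), *Prlr* (5.07, SE 0.24, adjusted p 1.09e-05), *Steap1* (4.75, SE 0.17, adjusted p 5.42e-06) and *Cul4b* (4.58, SE 0.15, adjusted p 4.92e-06). The brightest probe of *Prlr* had a ratio of 4.39. Lower in CPE were *Tyrp1* (−8.17, SE 0.21, adjusted p 3.65e-06; chromosome 4, 80322452 to 80322511), *Mgarp* (−7.71), *Csta1* (−7.09), *Rpe65* (−6.71) and *Cstdc6* (−6.68). Probes of 1 gene could differ: the other *Htr2c* probes had ratios of 1.56 and −0.051, and another *Csta1* probe had −2.43.

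A high rank in CPE was not the same as a ratio above 0. *Ace* was higher in CPE (3.22, SE 0.18, adjusted p 2.01e-05), whereas *Pon1* was lower (−3.60, SE 0.16, adjusted p 9.15e-06) and *Trim3* (0.74, SE 0.16) changed by less than 2-fold with loess, though not with median centring, where its ratio was 1.32. *Slc13a4* (3.47, SE 0.15), *Atp1b1* (2.26, SE 0.21), *Lbp* (2.65, SE 0.17) and *Slc7a10* (2.37, SE 0.15) were past the threshold. *Igfbp7*, *Npc2* and *Rpl13* were not, with ratios of 0.53, 0.76 and −0.84, and under median centring *Igfbp7* and *Npc2* were past the threshold and higher (adjusted p 0.0161 and 0.00707), and *Rpl13* changed sign. Of the PCR genes higher in human, *Ankk1* was lower in CPE than in the reference (−1.83, SE 0.19). *Cldn2* and *Cldn3* were higher in CPE, at 2.12 and 1.65, and *Cdh1*, *Tjp1* and *Gja1* were lower, at −1.41, −1.83 and −3.43, although *Cdh1* was not called under median centring, at −0.90. *Car2* and *Car12* were higher, at 1.71 and 1.29, and *Car14* was not past the threshold. Of the ion transport genes in the high class, 10 were past the threshold and higher in CPE, led by *Slc4a10* at 4.18 and *Kcne2* at 4.17. Of these, *Aqp1*, at 1.14, was not called without mouse 2, where its ratio was 0.96. *Trf*, at −3.05, and *Ftl1*, at −1.14, were lower and *Hfe*, at 1.28, was higher. The call of *Ftl1* was lost under median centring, with the scanner's ratio and without mouse 2. The *Igf2* probe was saturated in CPE on all arrays and at least 11.2-fold higher there in the mean of 3 arrays. Probes of some of these genes differed. Another *Tjp1* probe had a ratio of −0.035, another *Trim3* probe 1.20 and another *Slc4a10* probe 1.06. Other tested probes of *Ace* and *Hfe*, at 3.28 and 1.36, were close to the ratios given.

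Whole lists were then set against the reference, over 17711 genes. Of 22 lists with enough tested genes, 10 were past an adjusted camera p of 0.05 at the preset correlation. With limma's fry test 16 were called, all 10 among them. With a correlation estimated from the 3 arrays, 0 of the 22 were called. That setting also refers the test to the residual degrees of freedom, of which 3 arrays leave very few. It could hardly call a list, so it does not show whether the calls depend on the correlation. Whether they hold at a higher preset correlation was not tested. Higher in CPE were the CPE markers (median log2 ratio 2.65, adjusted p 9.09e-09, 11 of 13 genes past the threshold), carbohydrate genes (1.25, 0.000182, 5 of 7) and PCR genes high in both species (0.76, 0.0355, 2 of 5). The CPE markers with the largest ratios were *Kl*, *Prlr* and *Kcne2*. *Ttr*, *Aqp1*, *Kcne2*, *Slc4a5* and *Prlr* are also in other lists. *Prlr*, *Lepr* and *Galk1* led the carbohydrate genes. Lower in CPE were the photoreceptor list (−4.71, adjusted p 4.51e-09, 9 of 9, led by *Nrl* at −6.37, *Prph2* and *Gnat1*), RPE and melanocyte genes (−5.26, 2.45e-08, 10 of 11), neurons (−1.79, 0.00151, 4 of 8, led by *Nefl* at −3.96, *Snap25* and *Syt1*), immediate early genes (−1.02, 0.00361, 4 of 8, led by *Fos*, *Egr1* and *Junb*), stroma (−1.80, 0.00684, 5 of 6, led by *Dcn* at −3.80, *Col3a1* and *Lum*), red blood cells (−1.95, 0.00843, 3 of 3, *Hbb-bt*, *Hba-a1* and *Alas2*) and macrophages (−0.98, 0.0304, 3 of 6, led by *Lyz2* at −3.40, *Cd68* and *Csf1r*). *Dcn* and *Hbb-bt* were saturated in the reference on 2 of the 3 arrays, so their ratios can be too near 0. Of the melanocyte genes, the *Dct* probe was saturated in the reference on all arrays and at least 58.6-fold higher there in the mean of 3 arrays, and another *Dct* probe had a ratio of −5.22. The macrophage call was lost under median centring (adjusted p 0.0552) and with the scanner's ratio (0.0609), and that of the PCR genes without mouse 3 (0.0753).

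Not past the camera threshold were the lists of genes specific to mouse CPE (median 0.74, adjusted p 0.498), PCR genes higher in human (−0.50, 0.242), junction (−0.086, 0.722), neuro-endocrine (0.73, 0.125), carbonic anhydrases (1.29, 0.277), iron (−0.13, 0.274), ion transport (−0.0031, 0.895), endothelium (0.14, 0.441), oligodendrocytes (0.63, 0.125), astrocytes (−0.57, 0.615), clock (−0.55, 0.226) and sex-linked genes (−0.10, 0.498). The neuro-endocrine list, in which *Igfbp2*, saturated in CPE on 1 array, had a ratio of 4.27 and *Apod* one of −3.06, was called without mouse 1 (0.0289), without mouse 2 (0.0181) and under median centring (0.00818). The ion transport list had a median and a mean below 0, −0.0031 and −0.072, and a test direction above 0, and 31 of its genes were past the threshold. The count adjusted over the list alone was also 31, and in each of the other lists it equalled the count over all probes. The list of *Lbp* and *Slc7a10* was too small for the test.

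**Figure D2:**
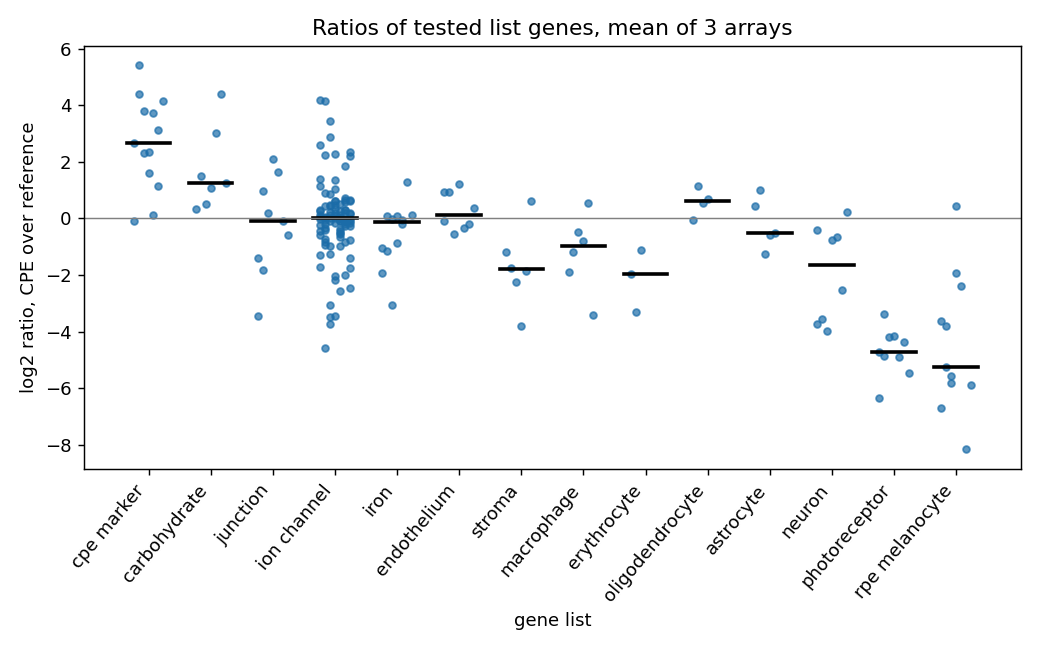
Log2 ratio of CPE over reference, mean of 3 arrays, for the tested genes of 14 lists, 1 point per gene with a line at the median. The medians run from 2.65 for CPE markers to −5.26 for RPE and melanocyte genes, and the ion transport genes lie on both sides of 0.

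The variation between mice was compared with that of the reference channel over 17945 probes. The median SD was 0.34 in the CPE channel and 0.31 in the reference channel on the log2 scale, a ratio of 1.08, and the CPE channel had the larger SD for 47.4% of probes. This ratio depended on how offsets between the dyes of an array were treated, from 1.08 with Aquantile to 2.03 with quantile normalization of both channels and 2.29 with median centring of each channel. After Aquantile the reference channel had medians of 8.98, 9.35 and 8.77 on the 3 arrays, although its RNA was the same. With any mouse left out, the ratio was below 1.

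The genes with the largest SD between mice in the CPE channel were *Hspa8* (SD 2.36), *Eef2* (2.35), *Eno1* (2.16), *Gdi2* (2.07) and *Gm2a* (2.07), each from 1 probe. In all 5, mouse 2 was the low sample. The level of the *Eno1* probe (chromosome 4, 149087825 to 149088050, mm8) was 12.88, 9.23 and 13.07 in mice 1, 2 and 3. The reference SD of these probes lay between 0.23 and 0.41. The brightest probes of *Hspa8*, *Eef2*, *Gdi2* and *Gm2a* were other probes, with SDs of 1.32, 1.23, 0.44 and 0.24. The position of probes was therefore examined, after these values had been seen. In 3531 genes with 2 or more measured probes on 1 strand at least 100 bp apart, the outermost probes were compared. The deviation of mouse 2 from the other mice was lower at the 5′ probe by a median of −0.33 in the log2 ratio, and at 92.75% of the 593 genes whose probes differed by at least 2-fold. In mice 1 and 3 the 5′ probe was the lower one at 14.2% of 183 and 17.6% of 273 such genes. Each mouse was set against the others, so a lower 5′ end in mouse 2 pushes mice 1 and 3 the other way. Their values are therefore not separate evidence. The same median was −0.36 in the CPE channel and −0.015 in the reference channel of array 2.

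**Figure D3:**
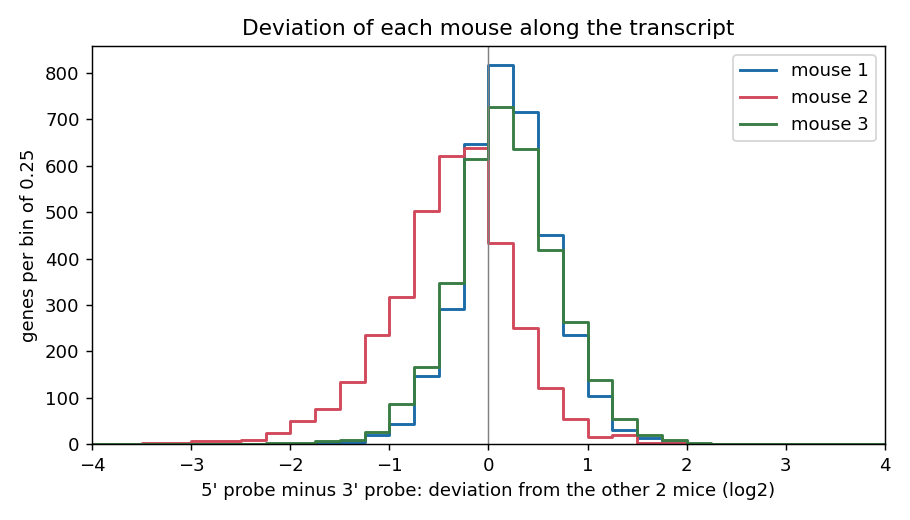
Deviation of each mouse from the other mice in the log2 ratio at the 5′ probe minus that at the 3′ probe of the same gene, as counts of genes per bin, for 3531 genes. The median was −0.33 in mouse 2 and 0.18 in mice 1 and 3.

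Of the sex-linked genes, *Xist* was high in CPE, with a ratio of 2.45 (SE 0.16, adjusted p 4.28e-05), though other *Xist* probes had ratios from −1.59 to 1.36. *Ddx3y* and *Eif2s3y* were not well above background in any CPE sample and were well above it on all arrays in the reference, which was at least 6.02-fold and 7.11-fold higher in the mean of 3 arrays. The ratio of *Ddx3y* was nearest to 0 in mouse 3. *Uty* and *Kdm5d* differed by less than 2-fold, at −0.027 and −0.10.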

Values the study reported

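The study reported 3699 mouse genes in its high expression class and 3583 in its very low class. Its table of datasets gives a lower count above the 90th percentile for these samples. It named 3 genes as specific to mouse CPE, with high expression there and very low expression in human CPE.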

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

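The deposited log2 levels, the scanner's background surface, the list test with an estimated correlation, and the spread after Aquantile with median centring or after loess and Aquantile were chosen after seeing the data. The other alternatives were fixed before.

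The high class held 3548 genes, and 3539 to 3549 under other background corrections and normalizations, the processed intensity and the deposited levels. Of the 3548, 3512 were also high by the deposited levels. With a mouse left out, it held 3493 to 3571. Ranking 1 value per gene gave 2757. It held 2110 genes when only probes with curated transcript accessions were ranked, 1616 when only probes well above background on all arrays were, and 1790 above the 95th percentile. These 3 alternatives rank fewer probes or set a higher limit, so a lower count follows from their construction, and all of those genes were among the 3548. Of the genes followed, 39 of 94 changed class when dim probes were left out and at most 15 of 96 under any other setting. The mean percentile of a gene moved by more than its SD between mice in 252 comparisons with an alternative and by less in 1057.

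The 4466 probes past the threshold became 3671 with no background correction, 4432 with no filter, 3644 among probes measured in both channels, 4619 with the background surface and 4933 with array weights, which were 1.92, 0.968 and 0.538 for mice 1, 2 and 3. Loess followed by Aquantile gave 4466 by construction, since Aquantile leaves ratios as they were. The scanner's log ratio gave 6756, 2846 of them higher in CPE, and 4236 were shared with the 4466. The cause was not tested. Median centring gave 3572 higher in CPE in place of 1830 and 1811 lower in place of 2636, and shared 3438 probes. It shifted the median of all ratios from −0.043 to 0.092. Limma's treat, which tests against a 2-fold change and not against 0, gave 1412 probes, 452 higher and 960 lower. Leaving out a mouse gave 4045 to 5360 probes, 1426 to 2509 higher and 2608 to 2851 lower. The number higher was 1426 without mouse 1 and 2509 without mouse 3, where 1790 of the 1830 remained.

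Of the ratios of single named genes, 1110 comparisons with an alternative kept their side of the threshold, 25 passed it only in the alternative, 37 passed it only before, 17 of them under treat, and 22 changed sign. No gene that changed sign was past the threshold at first. Under median centring these were *Rpl13* (0.13), *Ctnna1* (0.77), *Ctnnb1* (0.29), *Car14* (0.060), *Cp* (0.63), *Atp1b3* (0.70), *Slc4a5* (0.78), *Kdm5d* (0.39) and *Hspa8* (0.80). With the scanner's ratio they were *Cp* (0.028) and *Hspa8* (0.0047), and with array weights *Heph* (−0.0011) and *Cp* (0.023). With a mouse left out, ratios ran from −0.22 to 0.26 for *Clcn4*, −0.13 to 0.081 for *Uty*, −0.18 to 0.10 for *Ctnna1*, −0.12 to 0.28 for *Heph*, −0.16 to 0.092 for *Cp*, −0.21 to 0.14 for *Slc4a5*, −1.59 to 0.53 for *Eno1*, −0.32 to 0.058 for *Kdm5d* and −0.015 to 0.20 for *Gdi2*. *Eno1* was positive only without mouse 2. For the other settings the cause was not tested.

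Of the lists, 10 were called, 9 or 10 under other background corrections, normalizations and filters, and 9 to 11 with a mouse left out. Fry called 16, which include the 10. Camera with an estimated correlation called 0, and its lowest adjusted p was 0.375. Fry sets a list against no change and camera sets it against the other genes, and the cause of the differing counts was not tested. The direction changed for the junction list under median centring (median 0.77), for the ion transport list under median centring (−0.078), the scanner's ratio (−0.074) and fry (−0.0031), and for the list of genes specific to mouse CPE under fry (0.74). None of these was called with camera.

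The ratio of the spread between mice to that of the reference was 1.08 after Aquantile, 1.11 with normexp, 1.08 with no filter and 1.14 with the background surface. It was 2.03 after quantile normalization of both channels, 2.29 after median centring of each channel, 1.67 after Aquantile with median centring and 1.92 after loess and Aquantile. With a mouse left out it ran from 0.765 to 0.903. The alternatives with ratios above 1.5 remove offsets between the dyes of an array, which Aquantile leaves in both channels, and each had a lower reference SD than the 0.31 of Aquantile except median centring of each channel, at 0.46. Whether mice differed more than arrays of the reference is thus not settled by the planned measure.

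Signal over background limits ranks below the moderate class. In the low class 4.0% of probes were well above background on all CPE arrays. No paired analysis was possible because there was 1 group. The series table was not run as log ratios, as it holds levels, and the slide was not run as a block, as each slide held 1 array.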

Other observations

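The tests on shorter RNA in mouse 2, neurons, stroma and endothelium, array noise and other cell types had their predictions written before their results were seen. The tests on the reference of array 2, on array noise in mouse 2, on array 3, and on clock, Y-linked, photoreceptor and oligodendrocyte genes were chosen after.

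The probes lowest in mouse 2 were often 1 of several probes of a gene, while others of the same gene varied less. In the CPE channel, 43 of 17945 probes lay at least 4-fold below the other mice in mouse 2 and 9 above. In mouse 1 these were 0 and 0, and in mouse 3 they were 36 and 44, where the reference channel also had 18 and 11. In mouse 2 the reference channel had 0 and 0. A different reference RNA or labelling on that array would move the reference channel too. The median reference deviation of the 43 probes was −0.1367, against −2.36 in the CPE channel, which argues against it. Shorter RNA in the CPE sample of mouse 2 would lower the 5′ probes, since the amplification starts at the 3′ end, and 92.75% of the 593 genes with differing probes had the 5′ probe lower in that mouse. This is consistent with shorter or less fully amplified RNA in mouse 2, which the test does not tell apart. Array noise has no direction along the transcript in 1 channel alone. The median difference of the probes was −0.361 in the CPE channel and −0.015 in the reference channel of array 2, which argues against noise as the cause of this shift. The shift covered most genes with several probes, as 74.4% of the 3531 had a negative difference. A candidate explanation for *Hspa8*, *Eef2*, *Eno1*, *Gdi2* and *Gm2a* varying most between mice is thus technical, though *Eno1* had 1 probe and was not part of that comparison. No biological explanation was tested.

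The array of mouse 3 stood apart in the reference channel, with r of 0.954 to each of the other arrays, which had 0.996 between them. A different reference RNA would move the reference channel alone. Over the brightest 3589 probes, deviations of both channels on array 3 had r 0.7196, which argues against that as the whole cause. A higher background would leave bright probes alone, yet there the SD of the reference deviation was 0.35, against 0.16 between arrays 1 and 2. Scaled for the number of arrays averaged, this is a ratio of 2.485. The correlation of the channels was higher by 0.518 than between arrays 1 and 2. An effect of hybridisation or washing that moves both dyes of a probe alike may be the source. It was found and tested on the same arrays. Ratios were also narrower on array 3: over 13174 genes, the slope of its log2 ratios on the mean of arrays 1 and 2 was 0.742, and that of array 2 on array 1 was 0.906. The weight limma gave array 3, 0.538, was the lowest.

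Ratios of several lists deviated from random lists matched on signal, in mice 1 and 2 as well as in mouse 3, with the most such lists in mouse 1. Over 20 lists in 3 mice, 16 of the 60 medians lay outside the middle 95% of 10000 random lists, where 3 are expected by chance, so a single percentile carries little weight. Among these in mouse 3 were RPE and melanocyte, photoreceptor, neuron, immediate early and clock genes. When random lists were matched on the ratio on arrays 1 and 2 in place of signal, the photoreceptor list lay at percentile 76.6, RPE and melanocyte genes at 95.2, neurons at 27.3 and immediate early genes at 60.1, so narrower ratios on array 3 are a candidate explanation for these. The clock list stayed at 99.98, which argues against narrower ratios as its whole cause. Its percentile on signal was 99.99, against a shift of the whole array. Of 7 clock genes, 6 were higher in mouse 3. A hybridisation effect that moves both dyes alike would give random lists with like reference deviations a like CPE deviation. The clock list, with a median CPE deviation of 0.76, lay at percentile 100 of these lists, whose median was −0.088, which argues against it as the whole cause. An effect on the red dye alone stays open. This test replaced one on the median of the reference deviations, which went both ways, after the values were seen. *Dbp* had log2 ratios of −0.79, −1.47 and 0.60 in mice 1, 2 and 3, and *Tef* had −1.54, −1.66 and −0.49, while *Nr1d1* was lower in mouse 3, at 0.45 against 1.39 and 0.71. *Arntl*, which opposes *Dbp* in the daily cycle, had a higher ratio there, at −0.83 against −1.47 and −1.26, while its deviation was −0.19 in the CPE channel and −0.32 in the reference channel, so its direction depends on the measure. A difference in time of day between the mice may be a source, as a hypothesis from 1 mouse. The labels give no time of dissection, and it was not tested. Of all 20 lists in mouse 3, 7 lay outside after matching on the ratio and 5 after matching on signal, where 1 is expected. The CPE markers, at 100, were among the 7. Matching on the ratio thus did not lower the count of deviating lists.

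Markers of other cells were used to weigh RNA from neighbouring tissue. Of 8 neuron genes, 0 were high in the mean, and *Snap25* lay at percentile 79.4. RNA of neurons cannot be told apart from expression in the CPE, as no sample of neurons was analysed here and a class does not give the level that a share of neurons would bring. Of 5 oligodendrocyte genes, 2 were high and 3 were moderate, between percentiles 57.7 and 68.8. *Mbp* lay at 90.3. A small amount of oligodendrocyte RNA cannot be told apart from expression in the CPE, as no sample of oligodendrocytes was analysed here. Of 8 endothelial genes and the 4 abundant stromal genes set in advance (*Col1a1*, *Col1a2*, *Col3a1* and *Dcn*), 6 were high: *Col1a1*, *Col1a2*, *Dcn*, *Kdr*, *Emcn* and *Flt1*, with *Dcn* at percentile 98.3. The other stromal genes, *Lum* and *Pdgfrb*, were high too. Vascular and stromal RNA in the dissected cells may be present, and expression in the CPE itself cannot be told apart from it, as no sample of stroma was analysed here. *Aldh1l1* was the high gene of the 5 astrocyte genes, 1 of which, *Aqp4*, is also an ion transport gene. Among random lists matched on signal, the neuron list lay at percentile 0.09 in mouse 1, with a median deviation of −0.53, and at 97.6 in mouse 3. In mouse 1, oligodendrocytes lay at 98.3 and red blood cells at 97.6. In 2 of 7 lists all genes deviated the same way in a mouse, endothelium and oligodendrocytes, and random lists did so in 7.2% and 34.3% of draws, so differing amounts of other cells stay open.

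Array noise as the source of variation between mice was weighed by the share of probes with the larger SD in the CPE channel, 47.389% after Aquantile. Where offsets between the dyes were removed, that share was 71.5% to 79.0%. It was 93.8% with median centring of each channel, which raised the SD of both channels, to 1.05 and 0.46, and is given no weight. The r between arrays was lower in the CPE channel than in the reference channel for every pair of arrays. The share of 71.5% to 79.0% and the r values go against noise that is alike in both channels. The CPE RNA always carried the red dye, so a greater noise of that dye cannot be told apart from a difference between mice, except for the shift along the transcript in mouse 2.

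Photoreceptor genes were above background in the CPE channel, *Gnat1* at percentile 93.6 and *Prph2* at 85.0, although *Pde6a* was not well above background in any CPE sample. Bleed-through of the reference dye, or reference RNA in the CPE samples, would set a floor under the ratios of all genes as bright in the reference. Among 183 such probes, 6 had a ratio more than 1 below the photoreceptor median, the lowest at −8.17. That median was −4.78 over the 8 genes without *Pde6a*, against −4.71 over all 9. These 6 probes, of 5 genes including *Tyrp1*, *Mgarp* and *Rpe65*, were below the photoreceptor median on all 3 arrays. This argues against both as the whole cause, since a floor at or below the lowest ratio gives at most 9.53% of the photoreceptor signal. A limit of 10 probes had first been set for this test and was replaced after the count was seen. RNA of photoreceptors in the CPE samples would give these genes alike ratios. Their SD was 0.89 and lay at percentile 5.97 of random lists as bright in the reference, which does not separate them. RNA of photoreceptors cannot be told apart here from expression in the CPE or from probes that bind other transcripts, which were not tested.

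*Ddx3y* and *Eif2s3y* were lower in CPE, 2 of the 4 Y-linked genes, and *Xist* was higher. A candidate explanation is RNA of male animals in the reference and not in the CPE samples, for which 2 of the 4 genes were past the threshold. *Uty* and *Kdm5d* did not differ, *Uty* being dim in CPE and *Kdm5d* well above background in every CPE sample, and other *Xist* probes went both ways. The study gives its mice as female, so the *Kdm5d* signal in CPE cannot be taken as Y-linked RNA. The ratio of that probe therefore says little about the reference. The sex of the reference animals is not in the labels, so the part on the reference stays open.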
